A study of Danio rerio with 6 samples.

How the data were processed

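The data were poly-A RNA sequencing libraries of single whole zebrafish (Danio rerio) embryos at 30 hours post fertilisation (hpf), 3 labelled wild type and 3 labelled 3etv mutant. Per the labels' protocols, each embryo was snap-frozen, its RNA was extracted with Trizol and treated with DNase on columns, and strand-specific Illumina libraries were made after poly-A selection. The deposited table holds raw read counts per Ensembl gene, with a gene symbol beside each identifier, and it closes with summary lines of the form that HTSeq-count writes for reads in no gene, ambiguous reads and reads with several alignments. The aligner, the counter's version, the genome build, the annotation release and the strand setting are not stated in the labels or the table, so counts of overlapping and antisense genes, and of near-identical copies, are uncertain. The lines for reads of low alignment quality and unaligned reads hold 0 in every library. Whether the entries are reads or read pairs is not stated. The table's header has a space where a tab belongs, between the names of the mutant columns 302 and 303. Split there, it gives a name for each column, and every column was matched to its sample by that name; 6 columns were used, each matching a sample title.

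The counts were analysed as deposited, in R 4.3.3. Genes were kept by edgeR's filterByExpr (edgeR 4.0.16), library totals were scaled by TMM factors, and the groups were compared with edgeR's quasi-likelihood test on genotype alone. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Standard errors (SE) of log2 fold changes were taken as the fold change divided by the square root of the test's F statistic. Expression is given as CPM, counts scaled to library size with TMM factors, as mean ± SD over 3 embryos. Lists of genes were tested as sets with camera in limma 3.58.1, two-sided, on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. The lists of 16 FGF feedback and target genes and 18 FGF ligands and receptors, the rule for named genes below and the first set of alternatives were fixed before the data were examined. The table's symbols were matched to the RefSeq gene table of assembly GRCz12tu, and 16439 of the 19889 tested genes (82.7%) matched. Because the build behind the counts is not stated, that table served only to find which genes lie near each other, or how long they are, and no coordinates are given.

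The total count assigned to genes ran from 17570505 to 25512862 per library. A floor of 3 counts corresponds to between 0.117 and 0.177 CPM. Where all libraries of a group held 3 counts or fewer, the fold change is a lower bound computed against that floor. These floors, and the 95% Wilson binomial intervals computed for shares of reads, cover counting error only, since the counts carry no molecular identifiers. Within each group no pair of libraries agreed within sampling noise: the chi-square statistic per degree of freedom ran from 6.32 to 49.0, so all 6 libraries were counted as separate samples.

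The genes named individually were set by that rule: the 5 largest changes in each direction among called genes with a mean of at least 50 counts and no overlap between the groups, the 4 Pea3 subfamily genes, and every called gene of the FGF feedback and target list. All other genes named in the text, in the report and after it, were chosen after their values were seen. The sample titles give both groups the numbers 301, 302 and 303. These are different embryos, so the number entered only an alternative fit as a block. The first set of alternatives held DESeq2 size factors, library totals without TMM, no low-count filter, a minimum mean of 50 counts, the DESeq2 1.42.0 Wald test, limma-voom, robust dispersion, the replicate block, each embryo left out in turn, other windows around the Pea3 loci, and other settings of the set test. Thinning every library to the smallest total and removing a trend on gene span were added after the data were seen, as were lists of immediate early and hypoxia genes.

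The tests were checked on simulated data: counts were drawn for 19889 genes with the observed means, dispersions and library totals. Of the genes with a mean of at least 50 counts, 200 were changed by 1 on the log2 scale. edgeR recovered 92.5% of the changed genes, and 7.03% of its calls were false. The DESeq2 Wald test recovered 93.0% with 11.0% of its calls false, and limma-voom recovered 91.5% with 6.63% false. These rates do not cover changes in genes with fewer counts, smaller changes, or data in which a larger share of genes changed. GC content was not examined, because no sequence was used.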

Results

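Gene expression was profiled by mRNA sequencing in single zebrafish embryos at 30 hpf, a stage shortly after the end of segmentation. The 3etv mutants are described by the series as triple mutants of the Pea3 group, a subfamily of ETS transcription factors that acts downstream of fibroblast growth factor (FGF) signalling. Each group held 3 embryos, sequenced as separate libraries. The comparison asks which transcripts differ between whole embryos with and without the mutations. The wild-type libraries held 21516892, 25512862 and 21804570 counts in genes, and the mutant libraries held 19600706, 17570505 and 19409914. Every mutant library was thus shallower than every wild-type library. Of 32057 genes in the table, 19889 passed the expression filter. In a principal component analysis of log2 CPM, the first component carried 64.9% of the variance and separated the groups, with wild-type scores between -47.4 and -41.7 and mutant scores between 39.4 and 54.5. Spearman correlations across genes lay between 0.987 and 0.991 within groups and between 0.959 and 0.973 across groups; genes are not independent replicates. No label gives a batch. The sample descriptions carry a running number, separate from the replicate number, that lists the wild types first and the mutants next, so a batch that followed that order could not be told apart from genotype. No clutch or parents entered the comparison, so its p-values measure spread between embryos and not between families. A family difference that followed genotype could not be told apart from genotype either.

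The Pea3 genes were examined first, as a check of the labels. The labels do not name the 3 mutated genes, so all 4 zebrafish members of the subfamily are given. The transcript of etv5b (ENSDARG00000044511) was at 74.7 ± 1.81 CPM (SD, n = 3) in wild type and 29.5 ± 1.82 CPM (SD, n = 3) in mutants, a log2 fold change of -1.34 ± 0.0876 (SE, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 1.27e-06). For etv5a (ENSDARG00000069763), the level was 38.4 ± 1.40 CPM in wild type and 19.0 ± 0.725 CPM in mutants, a log2 fold change of -1.01 ± 0.0934 (edgeR adjusted p = 1.82e-05). For etv4 (ENSDARG00000018303), it was 31.5 ± 2.89 CPM in wild type and 22.6 ± 2.71 CPM in mutants, with a log2 fold change of -0.48 ± 0.114 (edgeR adjusted p = 0.00923). The etv4 change lost its call when the second mutant embryo was left out (edgeR adjusted p = 0.0502; range over all alternatives from 0.00376 to 0.0502). The fourth member, etv1 (ENSDARG00000101959), was at 5.49 ± 0.306 CPM in wild type and 6.70 ± 0.340 CPM in mutants and was not called, with a log2 fold change of 0.28 ± 0.154 (edgeR adjusted p = 0.191). All 3 lowered genes kept transcript counts in each mutant, with lowest counts of 350 for etv4, 312 for etv5a and 477 for etv5b.

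**Figure D1:**
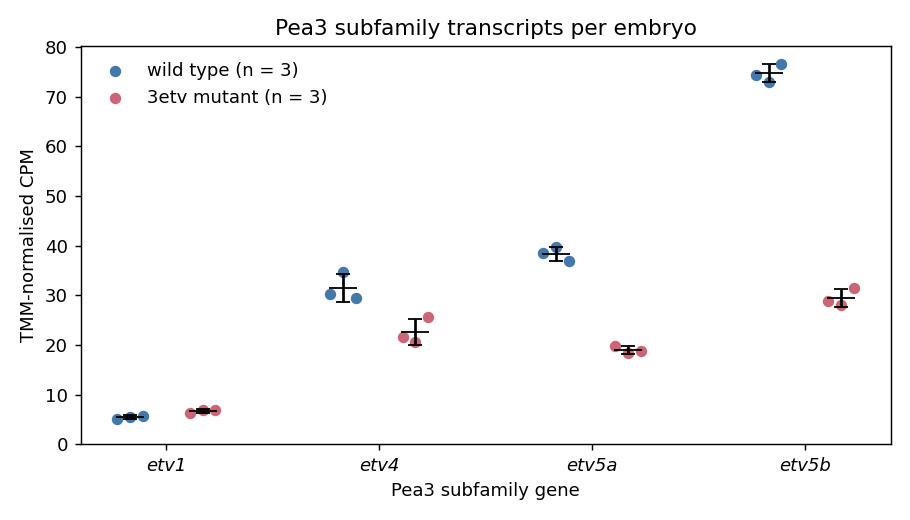
TMM-normalised CPM (y axis) of the 4 Pea3 subfamily genes (x axis) in each embryo; points are single embryos, horizontal marks are group means and bars are SD (n = 3 per group). For etv4, etv5a and etv5b every mutant lies below every wild type, with mutant means of 22.6, 19.0 and 29.5 CPM.

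Across the transcriptome, 5178 genes (26.0% of those tested) were called at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2502 higher and 2676 lower in mutants. Most changes were modest: 72.0% of the called genes changed by less than 1 on the log2 scale, and the median absolute log2 fold change among them was 0.66. At 1 or more on the log2 scale, 644 called genes were higher and 805 lower. The edgeR common biological coefficient of variation was 0.118. In 5043 of the called genes the CPM ranges of the groups did not overlap. Over all tested genes, 42.9% had no overlap, against 10% expected by chance for 3 against 3. The choice of scaling moved the balance of directions most: with library totals in place of TMM factors, 1720 genes were called higher and 3312 lower, so that 34.2% rather than 48.3% of calls were higher in mutants.

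**Figure D2:**
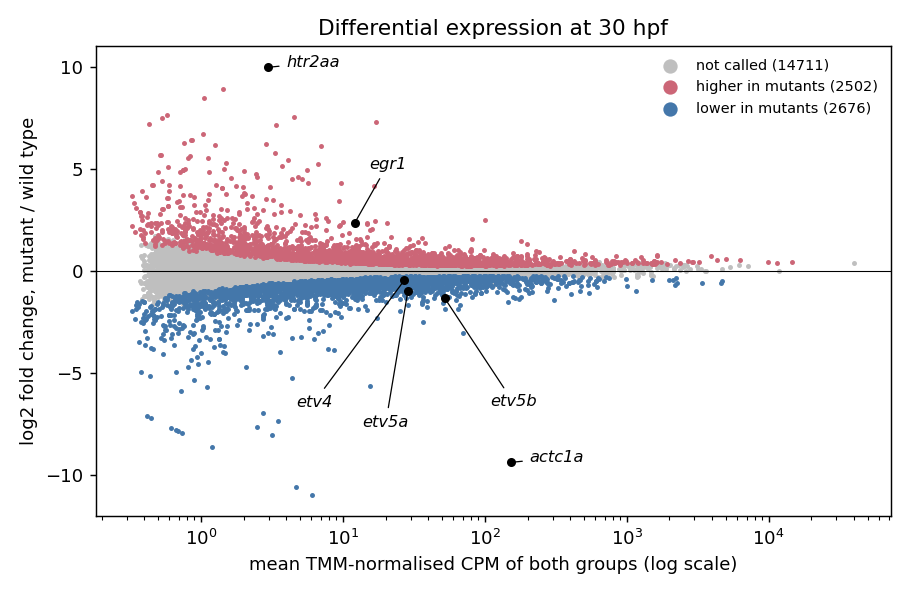
Log2 fold change, mutant over wild type (y axis), against the mean TMM-normalised CPM of both groups (x axis, log scale), with each point a tested gene. Red points are the 2502 genes called higher in mutants, blue points the 2676 called lower and grey points those not called; black points mark 6 genes named in the text, among them htr2aa and actc1a.

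The largest changes were close to all-or-none. The serotonin receptor gene htr2aa (ENSDARG00000057029) had 0 counts in every wild type and from 100 to 118 counts in the mutants, at least 46.4-fold higher (edgeR adjusted p = 1.54e-06). The gene ENSDARG00000079544 had from 1 to 9 counts in wild type and from 555 to 713 in mutants, a log2 fold change of 7.29 ± 0.263 (edgeR adjusted p = 5.21e-09). The other genes in the higher set were at the floor in wild type. Of these, si:dkey-73p2.2 was at least 52.7-fold higher, ENSDARG00000054054 at least 44.6-fold higher and CR388132.1 at least 70.0-fold higher. The last had a wide spread among mutants, from 35 to 380 counts, so its bound leans on the first mutant embryo, which held 380. Without that embryo the edgeR log2 fold change of CR388132.1, which is not computed against the floor, fell from 7.55 to 6.33. The bound rests on the mutant mean of 8.98 ± 9.06 CPM and was not recomputed without that embryo. It does not hold for each mutant taken alone.

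In the opposite direction, one of the entries with the symbol actc1a, a cardiac-type alpha-actin (ENSDARG00000076126), was at 308 ± 68.0 CPM (SD, n = 3) in wild type and 0.460 ± 0.136 CPM (SD, n = 3) in mutants. Its log2 fold change was -9.39 ± 0.244, with the smallest adjusted p of the table (edgeR, 2.5e-10). A second entry with the same symbol (ENSDARG00000042535) was at 433 ± 111 CPM in wild type and 517 ± 107 CPM in mutants and was not called (edgeR adjusted p = 0.314); it lies outside the naming rule and was chosen after its values were seen. The counts of near-identical entries such as these are uncertain. The similarly named si:ch211-214b16.4 and si:ch211-214b16.2 had 0 counts in every mutant and at least 191 counts in every wild type, at least 73.4-fold and at least 57.1-fold lower in mutants. At the floor in mutants were also ENSDARG00000076981, at least 38.8-fold lower, and si:ch211-147g22.4, at least 29.9-fold lower.

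Pea3 factors are transcribed in response to FGF signalling, so genes of that pathway were compared next. The list of 16 FGF feedback and target genes leaves out the Pea3 genes themselves. In it 3 genes were called, whether p-values were adjusted over all genes or over the list alone, and all 3 were higher in mutants. The Pea3 genes etv4, etv5a and etv5b were called lower, as given above, so this direction applies only to the list without them. The transcript of egr1 rose from 4.02 ± 0.285 CPM to 20.2 ± 4.33 CPM, a log2 fold change of 2.33 ± 0.174 (edgeR adjusted p = 3.1e-06). For ier2a the log2 fold change was 0.91 ± 0.122 (edgeR adjusted p = 0.000298), and for fosl1a it was 0.88 ± 0.255 (edgeR adjusted p = 0.0238). The fosl1a call was lost in 4 of the 6 fits that each left out an embryo, with adjusted p-values from 0.0107 to 0.0767 over its 14 alternatives. The other 13 genes had log2 fold changes from -0.24 to 0.22 and adjusted p-values of 0.127 or more. Among them the feedback inhibitor dusp6, chosen after its values were seen, was at 104 ± 8.27 CPM in wild type and 99.7 ± 7.54 CPM in mutants, a difference smaller than the SD of either group (edgeR adjusted p = 0.646). As a set, the list averaged 0.26 higher on the log2 scale than other genes, with a camera p of 0.22 (adjusted over the 2 lists, 0.392), and its median log2 change was -0.0046. The limma fry test, which asks whether the list changed at all rather than relative to other genes, gave 0.00845. Without egr1, ier2a and fosl1a, a removal chosen after the values were seen, the mean difference was 0.0044 and the camera p was 0.897.

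Among 18 FGF ligands and receptors, 2 were called, both higher in mutants. The receptor gene fgfr1a rose from 97.1 ± 9.22 CPM to 132 ± 4.97 CPM, a log2 fold change of 0.44 ± 0.0915 (edgeR adjusted p = 0.00423). The ligand gene fgf10b was low, with 7 to 9 counts per wild type and 12 to 21 per mutant, and its log2 fold change was 1.34 ± 0.387 (edgeR adjusted p = 0.0233). The fgf10b call was lost under the DESeq2 Wald test (adjusted p = 0.0731) and in 4 of the 6 fits that each left out an embryo, with adjusted p-values from 0.0231 to 0.101 over its 13 alternatives. Both genes are named because so few were called, after their values were seen. The other 16 genes had log2 fold changes from -0.53 to 0.41. As a set the list averaged 0.11 above other genes, with a camera p of 0.392.

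**Figure D3:**
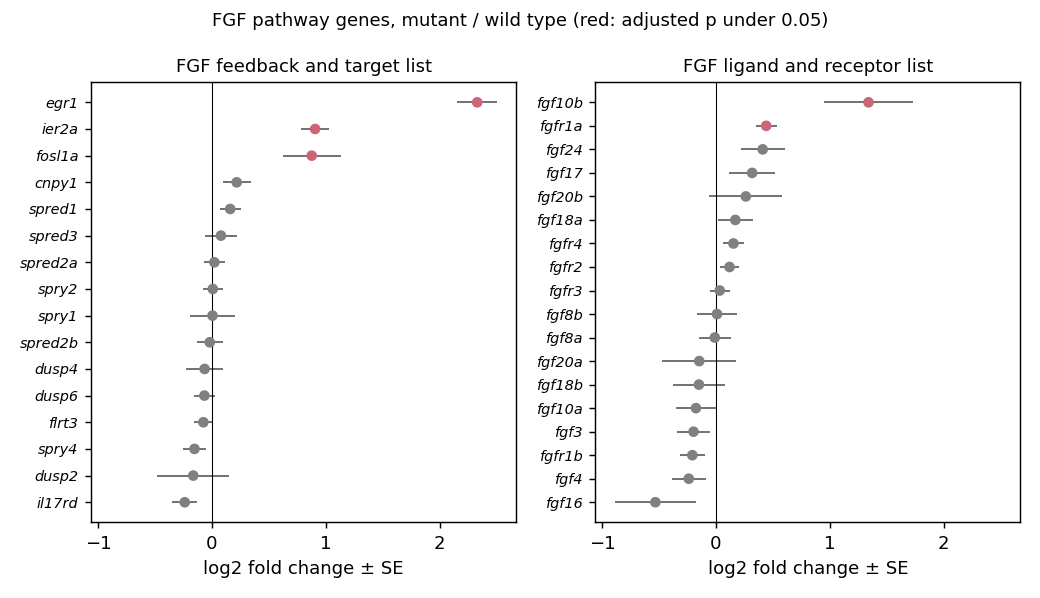
Log2 fold change, mutant over wild type, with its SE (x axis) for each gene (y axis) of the list of 16 FGF feedback and target genes (left) and of 18 FGF ligands and receptors (right). Red points have an adjusted p under 0.05: egr1, ier2a and fosl1a on the left, fgf10b and fgfr1a on the right, all above 0.

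Alleles linked to a mutation are carried along with it during crossing, so called genes were tested for crowding around the loci of etv4, etv5a and etv5b. Within 10 Mb of those loci on GRCz12tu, 187 of 736 tested genes were called (25.4%), and elsewhere the share was also 25.4%, an odds ratio of 0.9999 (Fisher's exact test, two-sided, p = 1). Taken separately, the shares were 21.9% around etv4, 24.3% around etv5a and 30.7% around etv5b, against 26.6% around etv1. Over these 5 comparisons, the smallest p by Fisher's exact test was 0.0663, for etv5b (adjusted, 0.331). Of the genes called, 80.7% had a position, but of the 371 called at 2 or more on the log2 scale only 47.2% did. The test weighs all calls alike, so a few strongly changed linked genes could be missed. The labels do not name the mutated genes, so the choice of these 3 loci is an assumption.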

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

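Both tests of reads outside genes were chosen after the shares and library sizes were seen. More reads fell in no annotated gene in mutants than in wild types: 55.3 ± 0.0729% of all reads in the table (SD, n = 3) against 54.1 ± 0.382%. This share lies outside the gene counts that the comparisons use, and it stood out because every mutant was above every wild type. Reads with several alignments moved the other way, at 5.26 ± 0.101% in mutants and 6.25 ± 0.213% in wild types, and the share assigned to genes did not separate the groups, at 39.1 ± 0.149% and 39.3 ± 0.522%. An exact permutation test of the share in no gene gave p = 0.1, the smallest that 3 against 3 allows, so this test could not have excluded chance. Mutant libraries were also smaller, at 48293000 ± 2840000 reads against 58366000 ± 6280000. Within the groups the share in no gene rose by 0.0282 percentage points for each 1000000 reads, the opposite of what smaller mutant libraries would need, but the slope rests on 6 libraries. The groups were fully separated, and 3 embryos per group are too few for the test to tell the difference apart from chance.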

How the results depend on the processing

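Thinning and the gene-span correction were chosen after the result was seen, and the other alternatives before. The count of genes higher in mutants was 2502 and ran from 1643 to 2266 across the 6 fits that each left out one embryo; the count of lower genes ran from 1787 to 2572 there. Under the other planned settings the counts stayed within 1.5 times the reported ones: from 1720 (library totals only) to 2759 (no low-count filter) for higher genes, and from 2257 (mean of at least 50 counts) to 3312 (library totals only) for lower genes. The DESeq2 Wald test called 4863 genes, of which 4701 were among the 5178. With library totals only, the median log2 fold change of all genes moved from -0.0068 to -0.0823, and the share of calls that were higher moved from 48.3% to 34.2%.

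The same numbers in the titles of both groups gave no sign of pairing: the correlations of same-numbered embryos' deviations from their group means, across genes, were -0.0694, 0.0856 and -0.111, with a mean of -0.032. With the replicate number as a block, 2227 genes were higher and 2496 lower, and 4559 of these 4723 were among the 5178 called without the block. The camera p was 0.257 for the FGF feedback and target list and 0.338 for the ligand and receptor list. With the block, the edgeR adjusted p-values were 0.0164 for etv4, 8.92e-05 for etv5a and 5.65e-06 for etv5b.

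The changes of etv5a, etv5b and etv1 kept their direction and their side of the threshold under all 14 alternatives run for each: the log2 fold changes ran from -1.09 to -0.98 for etv5a, from -1.42 to -1.30 for etv5b and from 0.21 to 0.34 for etv1. The log2 fold change of etv4 ran from -0.57 to -0.40 across the fits that left out one embryo, and without the second mutant embryo its edgeR adjusted p rose to 0.0502; over all its alternatives the adjusted p ran from 0.00376 to 0.0502. The FGF feedback and target list gave 2 or 3 called genes in every setting. Its mean difference of 0.2633 crossed the threshold only under limma fry, which tests another hypothesis; in the other 13 settings the direction held and the p-value stayed above 0.05. The FGF ligand and receptor list did not cross the threshold in any of its 14 settings, with mean differences from 0.065 to 0.135.

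The odds ratio for called genes near the Pea3 loci sat at 0.9999, so its direction had no meaning and it crossed 1 in several settings: 1.006 with library totals only, 1.048 with no low-count filter, 1.003 with limma-voom, 1.017 with robust dispersion, 1.045 for a window of 5 Mb, 1.074 for 20 Mb and 1.106 for whole chromosomes. It ran from 0.8938 to 1.069 across the fits that left out one embryo. No setting brought its p-value under 0.0641. The cause of these shifts was not tested.

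For the 13 other genes named by the rule and for fgfr1a, fgf10b and egln3, which were added afterwards, 214 of 223 alternative values kept direction and call. The 9 that lost the call were 4 for fosl1a and 5 for fgf10b; fgf10b had no value under a mean of at least 50 counts. Depth limits the fold changes of genes at the floor, which are given as lower bounds, and it limits genes such as fgf10b with about 10 counts per library.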

Other observations

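The test of linked alleles reuses the planned comparison around the Pea3 loci. The tests of developmental progress, shared clones and the actin genes were chosen after the results were seen. So were the splits for the immediate early and hypoxia lists. Those 2 lists were drawn up after egr1, ier2a, fosl1a and egln3 had been seen to differ, and before the lists themselves were tested.

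The number of calls was tested against technical explanations. The real grouping was the 1 of 10 splits of the 6 embryos with as many calls; the other 9 gave 0 at an adjusted p under 0.05, and from 136 to 756 genes at an unadjusted p under 0.05, against 7783 for the real grouping. Among the 4 splits that part every same-numbered pair it was also the 1 with as many; the other splits keep some same-numbered embryos together. The real grouping was also the 1 of 10 splits with as large a mean difference for the FGF feedback and target list, and likewise for the FGF ligand and receptor list (1 of 10). For the ligand and receptor list another split came close, at 0.101 against 0.1058. For the called genes of the FGF feedback and target list (1 of 10) and the odds ratio near the Pea3 loci (1 of 10) the count has no meaning, because the other splits had no calls. With 10 splits the share cannot go under 0.1, so chance cannot be ruled out by this count alone. The other 9 splits mix the genotypes within each group, which widens the spread there and lowers their calls. Their 0 calls therefore do not measure the false calls of the real grouping. After every library was thinned to the smallest gene total, 4885 genes were called, 4720 of them among the 5178, so the difference in library size does not account for most calls. Over the 16439 genes with a genomic span, removing each library's trend on span left 4169 calls against 4272 before. Of the 4272, 3767 (88.2%) were still called, 505 were lost and 402 others were gained, so a trend on span does not account for most calls but bears on some. Linked alleles around the assumed Pea3 loci do not account for the total either (Fisher's exact test, p = 1). That test could miss a few strongly changed linked genes, since only 47.2% of calls at 2 or more on the log2 scale had a position. A list of 36 genes expected to rise with developmental stage did not shift as a set (camera p of 0.363), with 4 members called higher and 6 lower, and a list of 11 tailbud genes was lower than other genes (mean difference -0.26, camera p of 0.0856, adjusted over 4 lists 0.114), with 1 called higher and 1 lower. A difference in developmental progress is neither shown nor excluded. GC content was not tested. No label records a preparation batch, so its part in the smaller changes was not tested.

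The 3 called members of the FGF feedback and target list are immediate early genes, a class that handling can also induce. A list of 22 other immediate early genes, 20 of them tested, was higher in mutants as a set, by 0.53 on the log2 scale over other genes (camera p of 0.000862, adjusted over 4 lists 0.00345), with 9 members called higher and 1, ccn1, called lower. The largest changes were junbb, at 5.11 ± 1.13 CPM in wild type and 24.6 ± 4.96 CPM in mutants (log2 fold change 2.27), and junba, with a log2 fold change of 1.95. The mean difference stayed between 0.47 and 0.57 when each embryo was left out, and 1 of the 10 splits, the real one, gave as large a mean difference, but with the inter-gene correlation estimated from the data the camera p was 0.078. As a hypothesis, the rise of egr1, ier2a and fosl1a may reflect an acute response at collection that differed between the groups rather than the FGF pathway; these data cannot separate it from an effect of the mutations.

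The oxygen sensor gene egln3 was singled out after its values were seen: it had from 36 to 40 counts in wild types and 634, 145 and 205 in the mutants (log2 fold change 3.42 ± 0.434, edgeR adjusted p = 0.000195). Of a hypoxia list of 17 symbols without egln3, 16 were found and tested, and they were higher as a set by 0.37 (camera p of 0.0166, adjusted over 4 lists 0.0332). Among them, 8 were called higher, including ankrd37, at 2.34 ± 0.869 CPM in wild type and 10.6 ± 4.15 CPM in mutants, and p4ha1b, with a log2 fold change of 1.21. The glucose transporter gene slc2a1a went against the list, at 3.11 ± 0.384 CPM in wild type and 0.496 ± 0.178 CPM in mutants. Without the first mutant embryo, which held the most egln3, the log2 fold change of egln3 fell from 3.42 to 2.62. The mean difference of the list was then 0.36. The real grouping was the 1 of 10 splits with as large a mean difference, and with an estimated correlation the camera p was 0.062. A candidate explanation is a hypoxia-like response in the mutant embryos, from their physiology or from how they were held before freezing; the design does not tell these apart.

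A further pattern is that 20 genes had at most 3 counts in every library of one group and at least 30 in every library of the other, 10 in each direction. Of these, 13 carry clone-based names (65.0% of the set against 15.4% of expressed genes), and they include 2 pairs named for the same clone, si:ch211-214b16.2 with si:ch211-214b16.4 and BX571794.2 with BX571794.3. Random sets matched on expression and naming averaged 0.0473 such pairs, and the permutation p for 2 or more pairs over 10000 sets was 7e-04. As a hypothesis, a strain or haplotype difference may account for this: these genes would mark stretches of genome that differ between the strains or families behind the groups, and not the Pea3 mutations, but genes on one clone can also share regulation, the pairs had been noticed before the test, and no variant data bear on it. A test of position was void, since only 35.0% of the 20 genes, and 47.2% of the 371 genes called at 2 or more on the log2 scale, matched a position.

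The changed actc1a entry was weighed separately. Reads shared with paralogs would raise the other alpha-actin entries, but the summed CPM of the 6 others was 7912 ± 592 in wild type and 6649 ± 816 in mutants, a log2 ratio of -0.25. The sum hides opposite changes, since acta1b gained 372 CPM, more than actc1a lost, while actc1b went from 5457 ± 462 to 3890 ± 530 CPM, so the sum does not settle whether reads were shared. Reads sent to multiple mapping would raise the share with several alignments, which was 5.26% in mutants and 6.25% in wild types, a difference of -0.994 percentage points. That share could not show the loss, however, since moving all of it, about 5790 reads per mutant, would add 0.012 percentage points. The second actc1a entry gained 84.0 CPM while the first lost 307 CPM, which is 27.3% of the loss and within the spread of its replicates. A change of sequence or copy at the first entry in the mutant line is a possible explanation that these counts cannot test, and part of the loss could have moved to the second entry, to acta1b or to multiple mapping.

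In every library more reads fell outside genes than inside them: between 53.6% and 55.4% of reads were in no gene and between 38.9% and 39.9% were in a gene. No explanation was tested for this level.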
